A study of Mus musculus with 4 samples.

How the data were processed

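RNA was measured in single cells of the oviduct and of the uterus of CD1 mice at postnatal day 3, with 2 libraries per organ and 4 libraries in all. Each library was made from a pool of 3 or 4 neonates, and per the labels both organs were taken from the same neonates and dissociated with Dispase II, Collagenase B and DNase I. The deposited values are UMI counts (unique molecular identifiers, 1 per captured RNA molecule) per gene and barcode, not normalised. Per the file headers the authors used Cell Ranger, version 6.0.1 in the matrices of called cells and version 4 in the matrices of all barcodes, and 0 counts of a called barcode differed between them. Per the labels the libraries were of the 10x Genomics Chromium 3' type. The genome build, the annotation and whether intronic reads were counted are not given in the sources used here. All files list the same 31053 genes by Ensembl identifier and symbol. Of these identifiers, 30934 (99.6%) are in GENCODE release M21, which was used only to find overlapping genes. No coordinates are given for this reason.

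Barcodes with at least 500 detected genes and at most 15% mitochondrial UMIs were kept. Scrublet scores were computed per library with scanpy 1.11.5, and the highest-scoring barcodes were removed at a fixed rate of 0.8% per 1000 barcodes, since the threshold Scrublet sets by itself marked almost none. Counts were scaled per cell and log-transformed, and 2000 variable genes, 30 principal components, 15 neighbours and Leiden clustering (leidenalg 0.10.2, igraph 0.11.9) at resolution 1 gave the clusters, without any alignment of libraries. Each cluster was named from fixed marker lists of 17 cell classes, and a cluster without a clear class stayed unnamed. The marker lists, comparisons, tests, thresholds, gene lists and most alternatives were fixed before the data were examined. The naming rule and the score per cell were each revised once after clusters had been seen: both at first used z-scores, and now use marker levels scaled from 0 to 1 and a capped marker score. Classes are therefore named by resemblance to marker lists, not by an independent assay. A class was compared between the organs only with at least 20 cells in every library. Lymphoid cells and erythroid cells fell below this, and no cluster matched lymphatic endothelium, so that these 3 classes have no gene comparison.

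For each class, the UMI counts of its cells were summed per library, and the libraries were the replicates. The sums were compared with edgeR 4.0.16 in R 4.3.3 (TMM scaling, genes kept by filterByExpr, quasi-likelihood F-test with organ as the single term, 2-sided). A gene is called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested in that class. Log2 fold changes are coded oviduct minus uterus and carry their standard error. Levels are counts of the gene per 1000000 UMIs of the class sum (CPM, without TMM scaling), given as mean ± SD with n = 2 libraries per organ. Whether the organ effect differs between epithelium and mesenchyme was tested in 1 model of 8 sums with a term for each library, as the interaction of organ and class (epithelium minus mesenchyme). The genes named are the 5 largest changes per direction in epithelium and mesenchyme and the 2 largest in every other class, among called genes with a mean of at least 20 CPM over the 4 libraries, no overlap between the libraries of both organs and an ambient bound of at most 25%. Predicted genes named Gm or Rik and mitochondrial, ribosomal protein and haemoglobin genes were left out of this choice. Named as well, without the minimum level, are the 3 largest changes per direction in each fixed list, 5 per direction for the Hox list. A fixed set is given whatever its result: Foxj1, Pax8, Wnt7a, Hoxa10, Hoxa11, Hoxa13, Nefl, Nefm, Xist and Ddx3y. The other neurofilament genes (Nefh, Ina, Prph) are given beside Nefl and Nefm. Some genes that the rule names are not used here and enter only the totals. The fixed lists cover Wnt, BMP and TGF-beta, Fgf, retinoid, hedgehog, steroid receptor, duct identity, Hox and cell cycle genes. They are named broadly: the steroid receptor list also holds Nr2f1 and Nr2f2, which are not steroid receptors. The Fgf list also holds Fgf receptors, Spry genes and Dusp6.

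The test was checked on simulated data: 5 sets per class, pooled because a single set gave unstable shares, drawn with the levels, depths and dispersions of the data, in each of which 200 genes were given a 2-fold or 4-fold difference between the organs. It recovered 76.0% of the changed genes in epithelium, 89.2% in mesenchyme, 90.5% in smooth muscle, 82.5% in pericytes, 73.6% in mesothelium, 87.2% in blood endothelium, 53.7% in myeloid cells and 59.2% for the interaction. Of the calls made, 5.21% were false in epithelium, 9.76% in mesenchyme, 8.20% in smooth muscle, 5.75% in pericytes, 3.97% in mesothelium, 3.55% in blood endothelium, 8.84% in myeloid cells and 5.99% for the interaction. The false share exceeded the nominal 5% in 6 of these 8 comparisons. Recovery depended on size: at 2-fold and 4-fold it was 57.4% and 94.2% in epithelium, and 18.3% and 85.5% in myeloid cells. The data gave more than 200 called genes in every comparison but the myeloid one. The simulated recovery and false shares therefore need not hold for the reported lists.

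Free RNA in the droplets (ambient RNA) was estimated per library from barcodes with more than 100 and up to 500 UMIs that were not called as cells, a range chosen after their counts had been seen. An upper bound of the ambient share of each class was taken from markers of other classes, erythroid markers excepted, a choice also made after seeing the data. The ambient bound of a gene is the percent of its counts, in the organ where it is higher, that this share would supply. Where a gene has 0 UMIs over an organ, the fold is given as a lower bound against 3 UMIs over that organ. With 1 to 3 UMIs it is the ratio of summed counts with its exact 95% interval. Intervals and floors cover counting error only.

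Class shares of the kept cells were compared by an exact permutation test, 2-sided, whose smallest p with 2 libraries against 2 is 0.333 (6 splits). Shares of cells with a UMI of a gene were taken after each cell had been thinned to 3000 UMIs, leaving out shallower cells, with exact Clopper-Pearson 95% intervals and with blood endothelium as background. Beside a count of 0, the share it allows is that of 3 cells among those counted, a floor that differs from the upper end of the interval. Mesenchyme was also subclustered at resolution 0.8 after its called genes had been left out.

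The alternatives were the DESeq2 test (version 1.42.0), DESeq2 size factors in the edgeR test, no filter on low counts, a replicate block, each library left out in turn, subtraction of ambient counts, thinning of the sums to the smallest, and doublets kept. Further ones were stricter cell filters (1000 genes, 5% mitochondrial UMIs), no cell filters, assignment of single cells by marker score, Leiden resolutions 0.5 and 2, subcluster resolution 0.4, and thinning to 1500 UMIs or none. No cell filters and the resolutions 0.5 and 2 were set for the class shares only. Added after seeing the data were a crossed replicate block, clusters with at least 20 cells in every library, an unnamed stromal cluster counted as mesenchyme, and epithelial cells of at least 5000 UMIs.

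The labels do not say whether oviduct 1 and uterus 1 came from the same pool. The correlation, across genes, of the deviation of equally numbered libraries from their organ's mean was checked for such a pairing, genes not being independent replicates. It was 0.166 in mesenchyme, 0.152 in smooth muscle, 0.0940 in mesothelium, 0.00648 in pericytes, -0.0256 in myeloid cells, -0.0612 in blood endothelium and -0.0954 in epithelium. Over genes with at least 100 counts it was 0.265, 0.213, 0.174, 0.0581, -0.0428, -0.241 and -0.298 in the same order. The sign differs between the classes, so no pairing was assumed, and the replicate block is an alternative only.

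Of the 102 genes named, 2 overlap an exon of another gene on the same strand in release M21 (Fgfr2 with Ctbp2, Hoxc5 with Hoxc10) and 18 on the opposite strand (among them Emx2, Fst, Hoxa7, Nefl, Nefm, Nr2f1 and Xist). How reads of overlapping genes, and of near-identical copies such as those of Hspa1b, Aldh1a1, Serpinb1a and Gsta3, were counted is not given in the sources used here, so the values of these genes may hold reads of a neighbour or copy.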

Results

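The data are 4 single-cell RNA libraries of the neonatal mouse reproductive tract, 2 of the oviduct and 2 of the uterus, which form from the same embryonic duct. The comparison asks how the cells of both organs differ at postnatal day 3. The oviduct libraries held 7808 and 6773 called barcodes and the uterine libraries 5716 and 6322, in all 26619. Their total counts were 114419939 and 82213345 UMIs in the oviduct and 61117726 and 70172415 in the uterus. The median barcode held 11890.5 and 9932 UMIs in the oviduct libraries and 9949 and 9608 in the uterine ones. The filters on genes and mitochondrial UMIs removed 11.4% and 13.8% of the oviduct barcodes but 29.0% and 28.7% of the uterine ones. After removal of probable doublets, 6463 and 5528 oviduct cells and 3848 and 4290 uterine cells were kept, 20129 in all. Replicates of an organ differed by more than counting error, with a chi-square per degree of freedom over genes of 39.7 in the oviduct and 18.6 in the uterus.

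Clustering gave 29 clusters, 3 of which stayed unnamed. The classes are named after their markers: epithelium-like, mesenchyme-like and so on, called epithelium, mesenchyme, smooth muscle, pericytes, mesothelium, blood endothelium, myeloid, lymphoid and erythroid cells from here on. Oviduct and uterine mesenchyme fell largely into different clusters, as did their smooth muscle. Mesenchyme made up 37.9% ± 4.71 of the oviduct cells and 57.6% ± 4.39 of the uterine cells (mean ± SD, n = 2 libraries per organ, as for every share here). Smooth muscle made up 23.6% ± 0.694 and 13.8% ± 1.65, and mesothelium 8.90% ± 1.41 and 1.77% ± 0.553. Epithelium made up 5.26% ± 2.38 and 2.88% ± 0.648, pericytes 2.68% ± 0.106 and 4.72% ± 0.0498, and blood endothelium 2.79% ± 0.178 and 5.27% ± 0.196. Erythroid cells made up 5.42% ± 0.0556 and 0.0780% ± 0.110, lymphoid cells 0.106% ± 0.0473 and 0.160% ± 0.00512. The libraries of the organs did not overlap in these 8 classes, with an exact permutation p of 0.333 for each, the smallest that 2 against 2 libraries can give. Myeloid cells (1.35% ± 0.113 and 1.21% ± 0.423) overlapped, as did the unnamed clusters (12.0% ± 0.0362 and 12.5% ± 6.72).

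The shares of smooth muscle and mesenchyme depended on how cells were assigned. The smooth muscle difference of 9.80 percentage points became -3.19 with doublets kept, -2.43 under stricter cell filters and -0.927 when single cells were assigned by marker score. The mesenchyme difference of -19.7 points shrank to -0.757 under that assignment. The erythroid difference of 5.35 points became -3.51 under it and 0 under stricter filters, which left no erythroid cluster. The ambient bound of the erythroid cells was 77.9% and 79.8% in the oviduct libraries. At resolution 2 there were 11 erythroid cells, and an unnamed cluster of 644 cells, 345 and 298 of them from the oviduct libraries, had mesenchyme as its closest class. The epithelial difference of 2.39 points was 0.699 without oviduct replicate 2 and 4.07 without oviduct replicate 1. In the uterine libraries epithelial markers were 1.69 and 1.85 times as high in droplets not called as cells as in the kept cells. In the oviduct they were 1.06 and 1.15 times as high. Of the unnamed cells, 529 of the 609 in 1 cluster came from uterus replicate 2, and another cluster held 8.81% of the oviduct cells against 0.026% of the uterine cells.

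**Figure D1:**
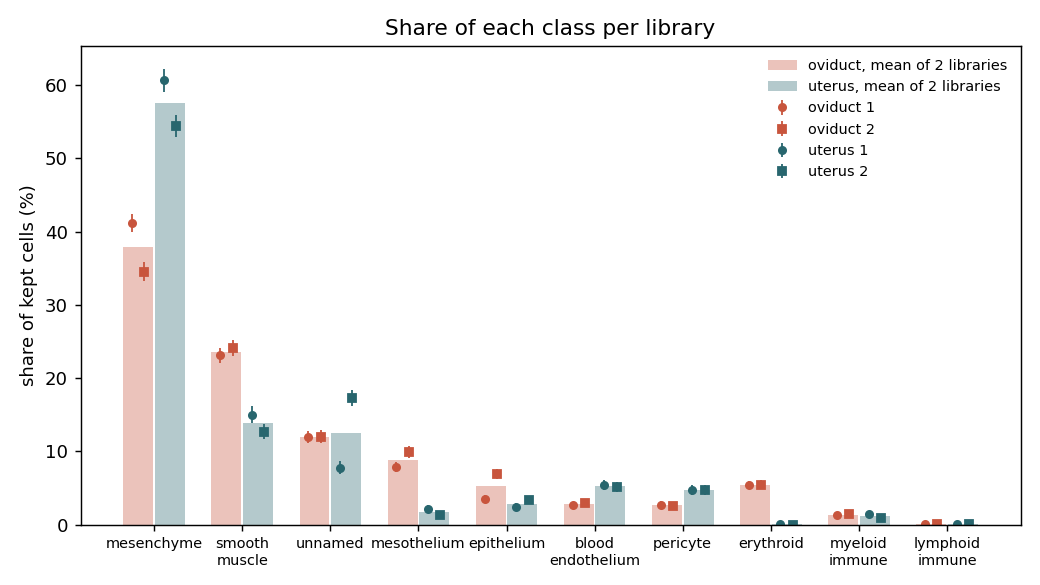
Share of kept cells (percent) of each cell class in the 4 libraries, with 1 point per library, its 95% Clopper-Pearson interval and a bar from 0 to the mean of each organ. Mesenchyme averaged 37.9% in the oviduct and 57.6% in the uterus, and mesothelium 8.90% and 1.77%.

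Within each class, library sums were compared between the organs with edgeR's quasi-likelihood test. In mesenchyme 6297 of 15335 genes were called, 3297 higher in the oviduct and 3000 higher in the uterus. In smooth muscle 5821 of 13392 genes were called (3029 and 2792), and in epithelium 2956 of 12308 (1814 and 1142). Mesothelium gave 950 of 13105 (549 and 401), pericytes 596 of 10521 (385 and 211), blood endothelium 398 of 11219 (309 and 89) and myeloid cells 10 of 6119 (9 and 1). The classes differ in cells and UMIs per library, so these counts do not rank the classes by the size of their difference. Epithelium rested on 231 and 384 oviduct cells and 93 and 143 uterine cells, with medians of 4063, 3550, 2051 and 1429 UMIs per cell. Most of its UMIs came from few cells: those of at least 5000 UMIs, 107 and 166 in the oviduct and 29 and 25 in the uterus, held 96.3%, 94.5%, 91.2% and 91.9% of the UMIs. The alternative that moved the epithelial count most was the limit to clusters present in all libraries, which gave 163. The oviduct had 2 epithelial clusters of deep cells, with medians of 30642 and 35657 UMIs, that the uterus lacked. The DESeq2 test gave 1645. Without oviduct replicate 2 the epithelial count was 1741. The endothelial count was 80 without uterus replicate 1 and 198 without uterus replicate 2. The myeloid count lay between 22 and 241 when 1 library was left out, and was 0 in the edgeR test with doublets kept (546 genes at an unadjusted p under 0.05) against 32 with the DESeq2 test on the cells as filtered.

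**Figure D2:**
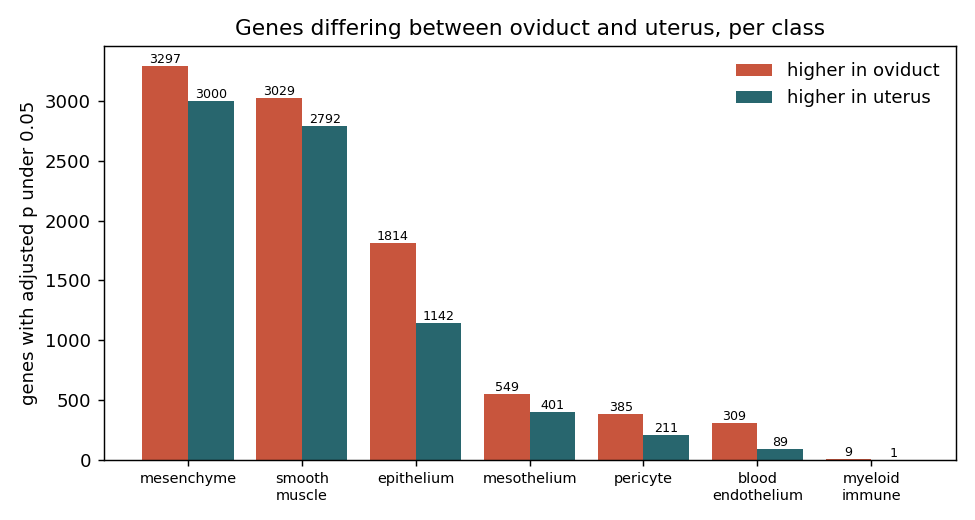
Number of genes called in each class (adjusted p under 0.05), those higher in the oviduct and those higher in the uterus, from sums of 2 libraries per organ. Mesenchyme has 6297 called genes and myeloid cells have 10.

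The called genes named here were chosen for having both oviduct libraries on 1 side of both uterine libraries, an arrangement that 2 of the 6 splits of 4 libraries give by chance. The genes given whatever their result show it as well where they were tested, except for Ina. Levels are means ± SD of 2 libraries, and log2 fold changes carry their standard error. In mesenchyme, the largest changes toward the oviduct were those of Aldh1a1 (ENSMUSG00000053279), Fst (ENSMUSG00000021765), Nefm (ENSMUSG00000022054), Nefl (ENSMUSG00000022055) and Hoxc8 (ENSMUSG00000001657). Aldh1a1, a retinaldehyde dehydrogenase, had 92.2 ± 0.928 CPM in the oviduct and 0.355 ± 0.0638 in the uterus, a log2 fold change of 7.96 ± 0.14, adjusted p 4.78e-16. The follistatin gene Fst had 109 ± 7.40 and 1.07 ± 0.709 CPM, a log2 fold change of 6.58 ± 0.20, adjusted p 1.54e-13. The neurofilament genes Nefm and Nefl had log2 fold changes of 5.67 ± 0.15 and 5.57 ± 0.19, with 155 ± 32.9 against 2.95 ± 0.231 CPM for Nefm. The other neurofilament genes did not follow: Ina had a log2 fold change of -0.01 (adjusted p 0.984), Nefh of -1.01 (adjusted p 0.190, lower in both oviduct libraries), and Prph had too few counts to be tested. The largest changes toward the uterus were Hoxa11 (ENSMUSG00000038210), with 4.76 ± 1.08 against 143 ± 8.51 CPM and a log2 fold change of -4.99 ± 0.12, adjusted p 1.61e-14, Hoxd11 (-4.54), Hoxd10 (-3.75), Cpxm2 (-3.49) and Serpinb1a (-3.15).

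Hox genes are numbered by their place in their cluster. In mesenchyme 33 Hox genes were tested and 31 called, 19 higher in the oviduct and 12 higher in the uterus; adjusted over the list alone, 32 were called. Of the 21 genes numbered 1 to 8, 17 were higher in the oviduct and 3 in the uterus. Of the 12 numbered 9 to 13, 2 were higher in the oviduct and 9 in the uterus. The exceptions followed the cluster: the 3 were Hoxd1, Hoxd3 and Hoxd8, and the 2 were Hoxc9 and Hoxc10. Every Hoxd gene tested was higher in the uterus. The 5 largest toward the oviduct were Hoxc8 (5.01), Hoxa7 (4.79), Hoxc5 (3.88), Hoxc6 (3.86) and Hoxc9 (3.65). The 5 largest toward the uterus were Hoxd12, Hoxa11 (-4.99), Hoxc11 (-4.76), Hoxd13 and Hoxd11 (-4.54). Hoxd12 had 2 UMIs and Hoxd13 had 1 UMI over the oviduct, and their summed counts relative to the class totals were 44.6 times (95% interval 12.1 to 373) and 31.1 times (5.26 to 1258) higher in the uterus. Hoxa10 had 45.6 ± 4.59 CPM in oviduct mesenchyme and 338 ± 7.71 in uterine mesenchyme, a log2 fold change of -2.94 ± 0.10, adjusted p 3.93e-13. Hoxa13 reached at most 4 UMIs in any library and class and was tested in none. In epithelium 15 Hox genes were tested and 7 called (3 and 4); adjusted over the list alone, 9 were called. Hoxc5 was at least 11.3-fold higher in the oviduct, and Hoxc4 and Hoxd8 were 156 times (27.9 to 6163) and 19.8 times (6.71 to 96.7) higher. Hoxb9 (-3.61), Hoxb8 (-1.47) and Hoxb7 (-0.70) were higher in the uterus, the first and the last not called without oviduct replicate 2. Hoxa10 in epithelium (log2 fold change -3.44, adjusted p 0.00195) has an ambient bound of 100%, so that all of its epithelial counts are within what free RNA can supply.

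**Figure D3:**
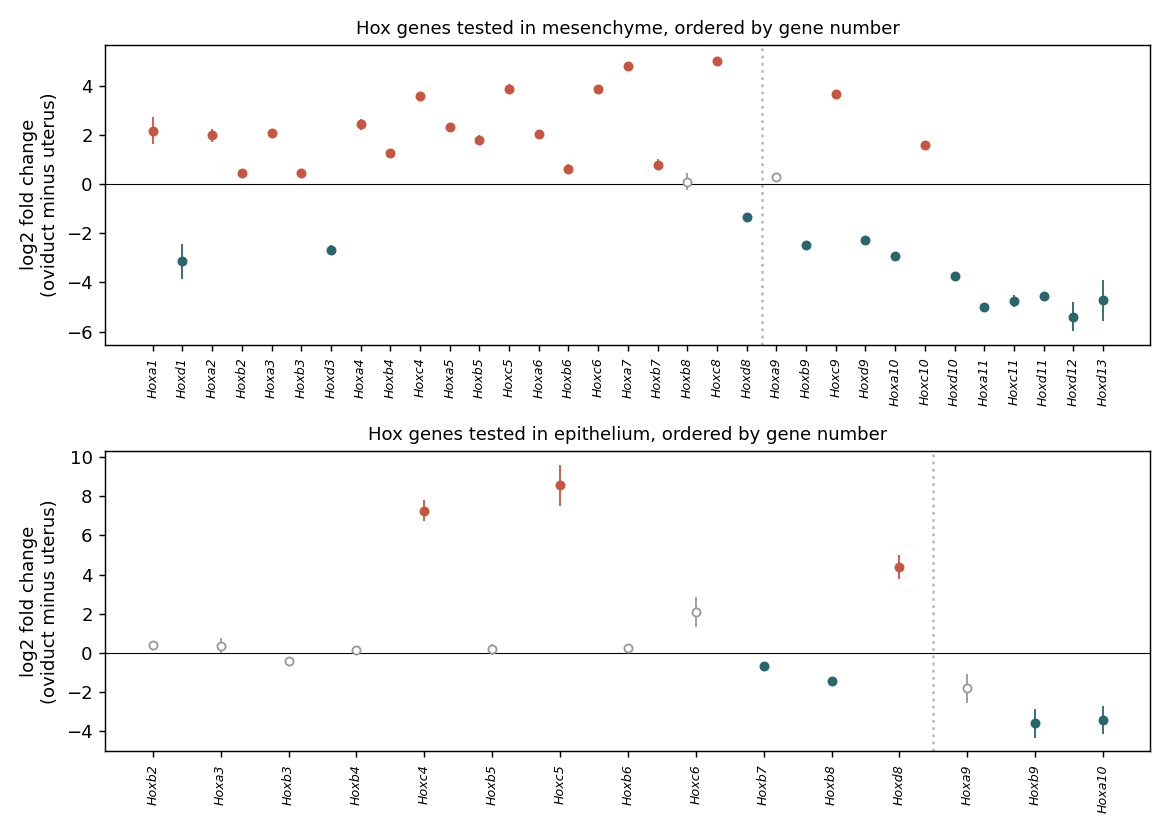
Log2 fold change (oviduct minus uterus) of each tested Hox gene, ordered by its number, in mesenchyme and epithelium, with bars of 1 standard error, filled points for called genes, open points for the others and a dotted line between numbers 8 and 9. In mesenchyme 17 of 21 genes numbered 1 to 8 are higher in the oviduct and 9 of 12 numbered 9 to 13 in the uterus, while epithelial Hoxc5 has 0 uterine UMIs and epithelial Hoxa10 lies within the ambient bound.

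In epithelium, the largest changes toward the oviduct by fitted log2 fold change were Gsta3 (ENSMUSG00000025934), Fam107a (ENSMUSG00000021750), Dbpht2 (ENSMUSG00000029878) and Hp (ENSMUSG00000031722), which had 0 UMIs in the uterine libraries, and AU015791 (ENSMUSG00000113535). The lower bounds of the genes with 0 UMIs do not fix this order, since they lie below the ratio of 156 for Hoxc4. Gsta3 was at least 83.5-fold higher in the oviduct (69.8 ± 2.66 CPM, adjusted p 1.22e-08), Fam107a at least 58.3-fold, Dbpht2 at least 53.1-fold and Hp at least 48.0-fold. AU015791 had 752 UMIs in the oviduct and 1 in the uterus, a ratio of 169 (30.3 to 6697). The oviductal glycoprotein gene Ovgp1 (ENSMUSG00000074340) had 129 ± 10.2 CPM against 1.04 ± 0.440, a log2 fold change of 6.94 ± 0.34, adjusted p 4.03e-09. The largest changes toward the uterus were Dlx6 (ENSMUSG00000029754), with 2.79 ± 3.45 against 70.9 ± 8.34 CPM and a log2 fold change of -4.58 ± 0.45, adjusted p 1.96e-06, Msx2 (-3.92), Crabp1 (-3.86), Stra6 (-3.62) and Irs1 (-3.54). Foxj1 (ENSMUSG00000034227), a regulator of motile cilia, had 59.4 ± 1.09 CPM in the oviduct and 7.32 ± 2.06 in the uterus, a log2 fold change of 3.20 ± 0.25, adjusted p 2.12e-07. In mesenchyme its log2 fold change was 0.33 (adjusted p 0.398, ambient bound 51.7%), and the organ effect differed between both classes by 2.93 (interaction, adjusted p 7.20e-07). Pax8 was higher in oviduct epithelium (1.20 ± 0.17) and Wnt7a in uterine epithelium (-1.82 ± 0.17). In mesenchyme both have an ambient bound of 100%.

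Of the fixed lists of regional genes, 105 genes were tested in epithelium and 63 called, 35 higher in the oviduct and 28 in the uterus; adjusted over the list alone, 73 were called. In mesenchyme 146 were tested and 105 called (73 and 32), or 113 adjusted over the list alone. In epithelium 12 of 19 Wnt genes were called (15 adjusted over the list alone), 9 of 16 BMP and TGF-beta genes (12), 8 of 11 Fgf genes (8), 9 of 15 retinoid genes (11), 1 of 6 hedgehog genes (1), 5 of 6 steroid receptor genes (6) and 12 of 17 duct identity genes (12). In mesenchyme the counts were 20 of 27 (22), 19 of 26 (20), 10 of 16 (10), 9 of 16 (9), 3 of 8 (3), 4 of 6 (5) and 9 of 14 (11). Every regional list with more than 1 called gene had called genes in both directions in each class. The steroid receptor counts include Nr2f1 and Nr2f2, and the Fgf counts include Spry genes and Dusp6.

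Among the epithelial genes of these lists, Wnt16 had 84.8 ± 6.29 CPM in the oviduct and 2.0 ± 0.275 in the uterus (log2 fold change 5.54 ± 0.31, adjusted p 1.13e-08), and Nr2f1 (5.67), Fgf1 (4.25), Wnt5b (4.11), Esr1 (3.27), Spry2 (2.58) and Aldh1a3 (1.96) were also higher in the oviduct. Foxa2 had 0 uterine UMIs and was at least 17.5-fold higher in the oviduct. Spry4 and Sfrp5 had 1 to 3 uterine UMIs and ratios of 17.6 (4.78 to 146) and 14.0 (2.41 to 560). Smaller changes toward the oviduct were those of Tgfb2 (1.52), Tgfbi (1.34), Rara (1.14), Bmp7 (1.08), Nr3c1 (0.93) and Rdh10 (0.71). Higher in the uterus were Krt5 (-3.83), Msx1 (-3.45), Aldh1a1 (-2.89), Bmp3 (-2.69), Pgr (-1.65), Fgfr2 (-1.60), Id3 (-1.59), Wnt6 (-1.18), Lgr5 (-1.10), Id2 (-0.75) and Fgf9 (-0.67). Without oviduct replicate 2, Wnt6, Bmp7, Id2, Fgf9 and Rdh10 were not called, and without uterus replicate 2, Wnt6, Sfrp5, Id2, Fgf9 and Rdh10 were not. Bmp7 was not called without uterus replicate 1. Within clusters present in all libraries, Lgr5 (0.24) and Id3 (0.087) changed sign. Of the 83 named values of all classes that were tested again there, 30 lost their call.

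Among the mesenchymal genes of the lists, Wnt16 had 343 ± 24.4 CPM in the oviduct and 19.5 ± 0.806 in the uterus (log2 fold change 4.08 ± 0.10, adjusted p 1.61e-14). Lgr5 (5.47), Fgf10 (4.47), Fgf7 (3.66), Nr2f1 (3.45), Sfrp4 (2.83), Fgf14 (2.51) and Grem1 (2.05) were higher in the oviduct by more than 2 on the log2 scale. Smaller changes toward the oviduct were those of Trp63 (1.76), Msx1 (1.43), Nr3c1 (0.98), Gli1 (0.65), Rara (0.64), Aldh1a3 (0.62) and Ptch1 (0.51). Higher in the uterus were Gdf7 (-2.48), Fgfr4 (-2.30), Rdh10 (-2.22), Wnt2 (-1.57), Pgr (-1.26), Wnt5b (-1.19), Lfng (-1.15), Wnt4 (-0.97), Crabp2 (-0.85), Meis2 (-0.80), Gdf10 (-0.79), Aldh1a2 (-0.64), Gli2 (-0.49), Fgfr2 (-0.45), Emx2 (-0.43) and Id2 (-0.30). Ptch1 changed sign within clusters present in all libraries (-0.20), and Wnt2 when single cells were assigned by marker score (0.59). Id2 and Fgf14 were not called without uterus replicate 2, nor Gli1 without uterus replicate 1.

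In the other classes the largest changes by fitted log2 fold change were these. Smooth muscle had Brinp3 at least 218-fold higher in the oviduct, Aldh1a1 with a log2 fold change of 7.74 ± 0.22, and Hoxa11 (-6.80 ± 0.15) and Hoxd11 (-6.35 ± 0.13) higher in the uterus. Brinp3 was also among the top genes of mainly oviduct clusters named mesenchyme with doublets kept, at resolution 2 and under stricter filters. Its fold may therefore depend on which cells are counted as smooth muscle. In pericytes Hoxc8 (3.61 ± 0.19) and Rgs16 (3.25 ± 0.33) were higher in the oviduct, and Col6a4 (-3.32 ± 0.27) and Hoxa11 (-3.31 ± 0.31) in the uterus. Mesothelium had Mt3 at least 42.8-fold higher in the oviduct, Lrrtm1 (4.62 ± 0.74), and, higher in the uterus, Car3 (-3.56 ± 0.27) and Ltbp2 (-3.38 ± 0.19). In blood endothelium Fabp4 (5.09 ± 0.35) and Fbln2 (2.11 ± 0.20) were higher in the oviduct, and Hoxd10 (-2.02 ± 0.22) and Hspa1b (-2.01 ± 0.25) in the uterus. In myeloid cells Il1a had a ratio of 35.4 (11.9 to 173), Rcan1 a log2 fold change of 3.40 ± 0.46 and Plbd1 of -1.96 ± 0.27, the last not called without oviduct replicate 1. All 10 myeloid calls kept their direction after subtraction of ambient counts and with doublets kept. In both cases edgeR called 0 of them (430 and 546 genes at an unadjusted p under 0.05). DESeq2 called all 10 on the cells as filtered. The ambient bounds of these genes lay between 0.0229% and 2.16%, so the lost calls do not mark them as ambient.

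The organ effect differed between epithelium and mesenchyme for 3243 of 15408 genes, 2083 with a positive and 1160 with a negative interaction. The DESeq2 test gave 1707, and without oviduct replicate 2 the count was 2157. Of 1457 genes called in both classes, 961 (66.0%) had the same direction. Of the genes with an interaction, 496 were called in both classes with opposite directions, 263 of them higher in oviduct epithelium and 233 higher in uterine epithelium. Aldh1a1 was higher in oviduct mesenchyme (7.96) and in uterine epithelium (-2.89), with an interaction of -10.77 (adjusted p 3.94e-18). Across genes, which are not independent replicates, the log2 fold changes of mesenchyme and smooth muscle correlated with a Pearson r of 0.834 over 13374 genes, against 0.448 and 0.264 for both other splits of the libraries. Those of epithelium and mesenchyme correlated with r = 0.184, against 0.180 and 0.237.

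The share of epithelial cells with a Foxj1 UMI, each cell thinned to 3000 UMIs, was 10 of 132 (7.58%, 95% interval 3.69 to 13.5) and 22 of 209 (10.5%, 6.72 to 15.5) in the oviduct libraries. In the uterine libraries it was 1 of 42 (2.38%, 0.0603 to 12.6) and 0 of 30, which allows a share of up to 10%. The libraries of the organs did not overlap, but intervals of the uterine libraries overlap those of the oviduct at this depth, with 99, 175, 51 and 113 shallower cells left out. Without thinning the shares were 25.1% (19.7 to 31.2) and 22.9% (18.8 to 27.5) in the oviduct and 9.68% (4.52 to 17.6) and 4.20% (1.56 to 8.91) in the uterus, from shallower cells in the uterus, with 2.91%, 4.97%, 2.88% and 3.18% in blood endothelium. The shares expected over all possible thinnings were 9.03% and 9.74% in the oviduct and 4.11% and 0.839% in the uterus. Epithelial cells used had medians of 25208, 21227, 9597 and 50121.5 UMIs before thinning. In blood endothelium, the background, the share was 0 of 147 and 0 of 127 in the oviduct, which allows up to 2.04% and 2.36%, and 1.42% and 1.27% in the uterus, from cells with medians of 19398, 16007, 17339 and 19534 UMIs. The share of mesenchymal cells with a UMI of Nefl or Nefm was 399 of 2629 (15.2%, 13.8 to 16.6) and 265 of 1860 (14.2%, 12.7 to 15.9) in the oviduct. It was 21 of 2315 (0.907%, 0.562 to 1.38) and 23 of 2324 (0.990%, 0.628 to 1.48) in the uterus, from cells with medians of 12609, 11315, 14407 and 15737.5 UMIs. The background was 0.680% and 0.787% in the oviduct and 0 of 141 and 0 of 157 in the uterus, which allows up to 2.13% and 1.91%, so that the uterine share was not told from background at this depth. Over all possible thinnings the expected uterine shares were 0.812% and 0.795%, against 0.0241% and 0.242% in the background. Left out were 35, 50, 20 and 13 shallower mesenchymal cells, and without thinning the shares were 22.0% and 20.3% in the oviduct and 1.76% and 1.75% in the uterus, with 2.91%, 3.11%, 0.481% and 0.455% in blood endothelium.

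**Figure D4:**
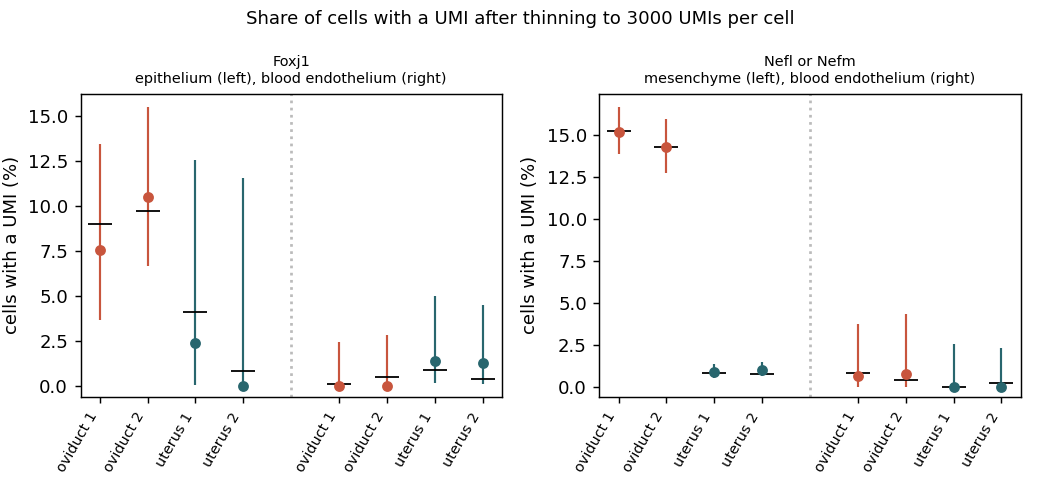
Share of cells (percent) with a UMI of Foxj1 in epithelium and of Nefl or Nefm in mesenchyme, with blood endothelium as background, each cell thinned to 3000 UMIs, per library with 95% Clopper-Pearson intervals and a black dash at the share expected over all possible thinnings. The Nefl or Nefm share is 15.2% and 14.2% in the oviduct libraries and 0.907% and 0.990% in the uterine ones.

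When mesenchyme was subclustered without its 6297 called genes, 2 of 10 subclusters had at least 90% of their cells from 1 organ, and they held 1178 of 9246 cells (12.7%). With the called genes kept in, 11 of 13 subclusters did, with 88.6% of the cells. Of 30 cell cycle genes, 25 were called higher in uterine epithelium and 0 higher in oviduct epithelium, with a median log2 fold change of -0.91; adjusted over the list alone, 27 were called. The count was 15 without oviduct replicate 2 and 12 without uterus replicate 2, and 0 within clusters present in all libraries (edgeR, 2 genes at an unadjusted p under 0.05). In mesenchyme 21 were called, 14 higher in the oviduct and 7 in the uterus, or 24 adjusted over the list alone. That split depended on the cells counted. Stricter filters gave 0 higher in the oviduct and 17 in the uterus, and assignment by marker score 0 and 23. Clusters present in all libraries gave 22 and 0. There, a cluster with Cenpf, Cenpa and Ccnb1 among its top genes held 232 and 169 oviduct cells and 210 and 215 uterine cells. The other held 160 and 142 against 382 and 402, so the 22 may reflect this mix.

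Xist was not called in epithelium (log2 fold change -0.15, adjusted p 0.575) or mesenchyme (-0.22, adjusted p 0.0569), and lay lower in both oviduct libraries in each class. The Y-linked gene Ddx3y had 0 UMIs in the cells of every class and library.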

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

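Among the tests in this part, the limit to clusters present in all libraries was set up only after the data had been seen, as were the UMI range of the droplets without a cell, the ratio to kept cells in place of called barcodes, the leaving out of erythroid markers and the revised marker score of single cells.

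The organ effect differed between epithelium and mesenchyme, 2 classes taken from the same libraries, for 3243 genes by the interaction of organ and class in edgeR's quasi-likelihood test. Of 1457 genes called in both classes, 961 had the same direction and 496 had opposite directions. Among the named genes these include Aldh1a1 (interaction, epithelium minus mesenchyme, log2 -10.77, adjusted p 3.94e-18), Lgr5 (-6.49), Msx1 (-4.99), Bmp3 (-4.60), Id3 (-1.86), Wnt6 (-1.42) and Hoxb7 (-1.39), whose effect lies further toward the uterus in epithelium. Hoxd8 (5.78), Wnt5b (5.40), Serpinb1a (5.09), Rdh10 (2.98) and Meis2 (2.07) lie further toward the oviduct in epithelium. Each of these genes was higher in both libraries of 1 organ in epithelium and in both libraries of the other organ in mesenchyme. Within clusters present in all libraries, however, Lgr5 and Id3 changed sign in epithelium. Wnt6, Hoxb7 and Rdh10 lost their epithelial call without oviduct replicate 2. The choice of test matters: with DESeq2, 51.4% of the 496 genes kept both calls and the interaction call, though all 496 kept their directions. Without oviduct replicate 2, 47.2% kept all 3 calls.

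RNA from other cells was tested as a cause, since free RNA from 1 class in droplets of the other could bring a signal there. After expected ambient counts were subtracted, 93.1% of the 496 genes kept both calls, their opposite directions and the interaction call, which argues against free RNA as the cause for most of them. A difference in depth was tested by thinning every library's sum to the smallest: 61.3% of the 496 genes kept all 3 calls. In this test 425 of the genes were tested again and 100% kept their direction in both classes. By the prediction written beforehand this speaks against depth, but thinning leaves the expected proportions as they are and so could scarcely turn a called direction. Depth therefore stays open for mesenchyme, whose cells were deeper in both uterine libraries (medians of 14370 and 15704 UMIs against 12546.5 and 11125.5), while for epithelium the depths given under the other observations argue against it. The clusters that make up each class differ between the organs, and this stays open. Within clusters present in all libraries, 87.0% of the 368 genes tested again kept their direction in both classes, under the 90% set beforehand as evidence against this explanation and above the even split set as evidence for it, and 7 kept all 3 calls. When single cells were assigned by marker score, 86.2% kept their direction and 68.5% of the 496 kept all 3 calls. The limited clusters hold 16.8% and 7.71% of the UMIs of the oviduct epithelial cells and 100% of those of the uterine ones. A biological difference between the organs, with a different response of both tissue layers, stays among the open explanations and was not tested apart from these.

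Droplets without a cell lie outside the comparisons of cells, and in the uterine libraries they carried more epithelial marker RNA than the cells did. The level of the 13 epithelial markers in these droplets was 1.69 times that in the kept cells in uterus replicate 1 and 1.85 times in uterus replicate 2. In the oviduct the ratios were 1.06 and 1.15. Over all called barcodes in place of kept cells, the comparison as first written down, the ratios were 1.66 and 1.80 in the uterus and 1.11 and 1.14 in the oviduct. Of the other classes but the erythroid one, the highest ratio in a uterine library was 0.991, for mesothelium. Erythroid markers were left out of that maximum because erythroid barcodes mostly fail the filters: their ratios to kept cells were 4.51, 1.56, 2.45 and 1.56, but 0.511, 0.355, 0.391 and 0.364 to all called barcodes.

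Loss of uterine epithelial cells into the medium during dissociation may account for this and for the low depth of the uterine epithelial cells, with medians of 2051 and 1429 UMIs. The ratio of 1.66 to all called barcodes, in the lower of the uterine libraries, is what the prediction written beforehand asks for. It is nearly the same measure as the ratio of 1.69 to kept cells, the value that drew attention to the droplets. In called barcodes that failed the cell filters, the level of these markers was 1.45 and 2.01 times that in kept cells in the uterus, against 0.555 and 0.831 times in the oviduct. No prediction had been written for this measure, shallow cells fail these filters whatever made them shallow, and the failing barcodes also differ between the organs in haemoglobin RNA, so that this explanation stays open. A different response of the uterine epithelium to the enzymes and a real difference in how many epithelial cells each organ holds are not told apart by it. The epithelial share of cells in the uterus is therefore open to this loss. No further explanation was tested.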

How the results depend on the processing

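The crossed replicate block, the limit to clusters present in all libraries, the unnamed stromal cluster counted as mesenchyme and the limit to epithelial cells of at least 5000 UMIs were chosen after seeing the data; all other alternatives were planned. Over the 127 values of named genes and 1887 comparisons, 1784 kept their direction and their side of the threshold, 83 were no longer called, 8 became called and 12 changed sign. Under every alternative fixed beforehand that gave a value for the gene 101 of the 127 were unchanged, and under every alternative that did so 78; not all alternatives gave one, such as stricter filters with 72 and clusters present in all libraries with 83. DESeq2 size factors changed no call of a named gene, and moved no median log2 fold change of a class by more than 0.1. Unless a cause is named, the cause of a change was not tested.

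The DESeq2 test called fewer genes in most classes: 1645 in epithelium against 2956, 165 in blood endothelium against 398, 270 in pericytes against 596, 3872 in smooth muscle against 5821 and 1707 for the interaction against 3243, but 32 in myeloid cells against 10. Of the edgeR calls, 1640 in epithelium and 4598 of 6297 in mesenchyme were also called by DESeq2. Without the filter on low counts, 598 genes were called in blood endothelium, 1492 in mesothelium against 950, 243 in myeloid cells and 12 Hox genes in epithelium against 7. With the replicate block, 1547 were called in mesothelium and 125 in myeloid cells, and the crossed block gave 46 in myeloid cells. Both blocks kept the counts of the other classes within 1.5 times.

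Leaving out 1 library leaves an organ with 1 library, which is assumed to vary like the others. Counts then ranged from 1741 to 2642 in epithelium, from 5135 to 5392 in mesenchyme, from 4361 to 5301 in smooth muscle, from 675 to 1033 in mesothelium, from 550 to 702 in pericytes, from 80 to 396 in blood endothelium and from 22 to 241 in myeloid cells. The interaction count ranged from 2157 to 2599, and the count of epithelial cell cycle genes from 12 to 24. The lowest values came without oviduct replicate 2 (1741 in epithelium and 2157 for the interaction), without uterus replicate 1 (80 in blood endothelium, 198 without uterus replicate 2) and without uterus replicate 2 (12 cell cycle genes, 15 without oviduct replicate 2). The myeloid count was 22 and 80 without oviduct replicates 1 and 2, and 241 and 152 without uterus replicates 1 and 2. The epithelial share difference ranged from 0.699 without oviduct replicate 2 to 4.07 without oviduct replicate 1.

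After subtraction of ambient counts 574 of the 950 mesothelium calls were kept, and edgeR called 0 genes in myeloid cells (430 at an unadjusted p under 0.05), with doublets kept also 0 (546), and within clusters present in all libraries 0 (96), against 32 with DESeq2. Assignment by marker score gave 20 there. The ambient bound of mesothelium was 43.2% and 34.4% in the uterine libraries against 16.2% and 13.5% in the oviduct ones. A median droplet without a cell held 1.22% and 1.32% of the UMIs of a mean uterine mesothelial cell. Mesothelial calls lost under this loose bound are therefore not shown to be ambient RNA. The called myeloid genes had ambient bounds from 0.0229% to 2.16%, so their lost calls do not mark them as ambient either. With doublets kept, 14 epithelial Hox genes were called. Thinning to the smallest sum gave 1880 genes in epithelium. Smooth muscle had 2744 called genes under stricter cell filters and 3481 with assignment by marker score. Under stricter filters epithelium, myeloid cells and the interaction had fewer than 20 cells in a library and no value.

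Within clusters present in all libraries, 163 genes were called in epithelium (957 at an unadjusted p under 0.05), 2349 in mesenchyme, 428 for the interaction, 8 regional and 1 Hox gene in epithelium, 68 regional genes in mesenchyme and 0 cell cycle genes in epithelium (2 at an unadjusted p under 0.05). This limit removes cells unevenly. It keeps all uterine epithelial cells but 63.2% and 63.5% of the oviduct cells, with 16.8% and 7.71% of their UMIs. The oviduct cells it removes are deep, with medians of 33218 and 29034.5 UMIs, so depth may enter the values within the limit. Limited instead to epithelial cells of at least 5000 UMIs, 2741 genes were called, and 2651 of the 2956 were kept; these cells hold 91.2% to 96.3% of the epithelial UMIs of each library. In mesenchyme, cell cycle genes numbered 13 with doublets kept (1 higher in the oviduct and 12 in the uterus) and 11 with the unnamed stromal cluster counted in (1 and 10), against 21 (14 and 7). Their direction in mesenchyme is therefore not settled. Within clusters present in all libraries, mesenchyme is a cluster with cell division genes among its top genes and another one, mixed differently in the organs. This mix may enter the mesenchymal values there, that of Ptch1 among them.

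Class shares, as oviduct minus uterus in percentage points, depended on the cells counted. With doublets kept the differences were -3.19 for smooth muscle, -6.53 for mesenchyme, 5.07 for erythroid cells and -2.74 for blood endothelium. Under stricter filters they were -2.43 for smooth muscle, -2.33 for mesenchyme, -1.89 for pericytes, -0.389 for myeloid cells and 0 for erythroid cells, of which no cluster was left. Without cell filters they were 2.20 for smooth muscle, -0.627 for pericytes, 0.542 for myeloid cells, 0.261 for erythroid cells and 0 for lymphoid cells, which formed no cluster. Under assignment by marker score they were -0.927 for smooth muscle, -0.757 for mesenchyme, 4.63 for mesothelium, -1.67 for pericytes, -2.13 for blood endothelium, 2.09 for lymphoid cells and -3.51 for erythroid cells. At resolution 0.5 they were 11.2 for smooth muscle, -1.89 for pericytes and 0 for lymphoid cells, which formed no cluster, and at resolution 2 they were 1.45 for smooth muscle, -3.67 for mesenchyme, -2.17 for pericytes and -0.0146 for erythroid cells. Since that resolution left 11 erythroid cells, and their ambient bound was 77.9% and 79.8% in the oviduct libraries, the cells named erythroid may be mesenchyme-like cells with haemoglobin RNA from other cells, which stays open. With the unnamed stromal cluster counted in, the mesenchyme difference was -10.9. The higher shares of mesothelium and epithelium in the oviduct and of pericytes and blood endothelium in the uterus kept their direction under all of these, but without cell filters the epithelial shares of the organs' libraries overlapped (exact permutation p 0.667).

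The difference of 7.86 points in epithelial cells with a Foxj1 UMI was 3.28 at 1500 UMIs per cell, 17.1 without thinning, 5.66 with assignment by marker score and 1.83 with doublets kept. Each thinned share comes from 1 random thinning. With doublets kept that thinning made the libraries overlap, while the shares expected over all thinnings did not, at 8.39% and 9.19% in the oviduct and 3.84% and 0.763% in the uterus. The difference of 13.8 points for Nefl or Nefm in mesenchyme was 12.1 at 1500 UMIs, 19.4 without thinning, 10.00 with assignment by marker score and 12.2 with doublets kept. These shares depend on the UMIs per cell, which also set the cells left out as too shallow. Subclusters of 1 organ held 12.7% of mesenchymal cells, 88.6% with the called genes kept in, 3.33% at resolution 0.4, and 11.03% to 14.9% when 1 library was left out.

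Signs changed for 7 named values. Within clusters present in all libraries the log2 fold change was 0.24 for Lgr5 and 0.087 for Id3 in epithelium and -0.20 for Ptch1 in mesenchyme. Wnt2 in mesenchyme was 0.59 with assignment by marker score. Foxj1 in mesenchyme, not called, was -0.60 after ambient subtraction and -0.16 under stricter filters. Ina, not called and near 0, was 0.023 with the replicate block, -0.24 to 0.27 when 1 library was left out (0.063 without oviduct replicate 1, 0.27 without uterus replicate 2), 0.016 under stricter filters and 0.39 with assignment by marker score. Xist in epithelium, not called, was 0.010 without uterus replicate 1 and -0.30 without uterus replicate 2, and in mesenchyme it was called without oviduct replicate 2 (-0.26). Among the other named genes that lost their call without 1 library are Pax8 and Wnt7a in mesenchyme. Pax8 lost it without oviduct replicate 1 or uterus replicate 1, and Wnt7a without any 1 of the 4 libraries.

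Not run were the alternatives of the gene comparison for lymphatic endothelium, of which no cluster was found, and for lymphoid cells, with fewer than 20 cells in every library of the reported classes. Under assignment by marker score lymphoid cells numbered 212, 330, 86 and 122, but there is no reported comparison to set a value against. Erythroid cells, with 6 and 0 cells in the uterine libraries, had no gene comparison either. No cell filters and resolutions 0.5 and 2 were run for the class shares only. Smooth muscle had no cluster with at least 20 cells in every library and no value under that limit. Depth limits the epithelial comparison: the uterine epithelium rests on 93 and 143 cells, of which 29 and 25 hold most of the UMIs. For a gene with 0 UMIs over an organ, the fold is only a lower bound against 3 UMIs. With 1 to 3 UMIs it is a ratio with a wide interval.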

Other observations

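The limits to clusters present in all libraries and to epithelial cells of at least 5000 UMIs, and the tests of ambient RNA for the genes higher in 6 classes and of cell depth for the cell cycle genes, were chosen only after the results they bear on had been seen. For 3 of the tests the reading departs from the written prediction, as said beside each.

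The number of genes called in epithelium, 2956, depends on which epithelial cells are counted. The oviduct has 2 epithelial clusters of deep cells, with medians of 30642 and 35657 UMIs, that the uterus lacks. Limited to clusters present in all libraries, 163 genes were called, fewer than in any of 20 random draws of as many cells and UMIs (1361 to 1834). Of the 2163 calls that were tested again there, 2040 (94.3%) kept their direction and 149 their call. By the prediction written beforehand, the count of 163 speaks for different clusters as the source of the calls. It is read here as undecided, because clusters were made with the organ's own genes. Removing clusters of 1 organ thus removes cells that differ between the organs. The limit also removes deep oviduct cells (medians of 33218 and 29034.5 UMIs) but no uterine cells. The draws match cells and summed UMIs, not depth per cell, so depth may enter the count of 163. Depth of the epithelial cells as the whole cause of the 2956 calls is argued against by the cells of at least 5000 UMIs. These hold 91.2% to 96.3% of the epithelial UMIs of each library, so that 2741 genes being called with them is no separate evidence of stability, but their depth does not follow the organ: the medians were 30642 and 26085 UMIs in the oviduct and 22828 and 56938 in the uterus. Doublets with mesenchymal cells could make deep clusters, but mesenchyme markers in these clusters reached at most 4.90% of their level in mesenchyme, which argues against them. A biological difference between the organs' epithelia stays open.

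In 6 classes (all tested but the myeloid cells), 11 genes were called higher in the oviduct in each class: Btg2, Cdkn1a, Cebpb, Irf1, Khdrbs3, Neat1, Nr2f1, Nr4a2, Ppp1r10, Tiparp and Zfp36l2. Hoxa10 was the 1 gene called higher in the uterus in all 6, with an ambient bound of 100% in epithelium, 98.5% in mesothelium and 37.0% in blood endothelium. The mesothelial value rests on loose upper shares of 43.2% and 34.4% in the uterine libraries. Several of the 11 respond to dissociation in many tissues, so that a stress response that differs between the organs, from handling or from the organs themselves, is a candidate explanation. A list of 34 immediate early genes, written after the 11 had been seen and with 4 of them left out, lay above the middle 95% of random lists of like size and level in 6 of the 6 classes. Its median log2 fold change was 1.55 in epithelium, 1.36 in smooth muscle, 0.97 in mesenchyme, 0.83 in blood endothelium, 0.41 in pericytes and 0.34 in mesothelium. In the myeloid cells, outside these 6 classes, the median was 0.56 and also above that range, with 0 of its genes called. This is in line with such a response. A list of 14 heat shock genes lay above that range in 0 of the 6 classes, which argues against a heat shock response that is higher in the oviduct in all of them. In mesenchyme it lay below the range, with a median of -0.29 and 8 genes called higher in the uterus against 3 in the oviduct. RNA from other cells as the source of the 11 genes is argued against by the 90.9% of the 66 calls (60) that remained after ambient subtraction. Every oviduct library differs from every uterine library in organ and in any handling that went with it. Handling and organ therefore stay confounded for these genes, and for the myeloid calls such as Il1a and Rcan1.

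All 30 cell cycle genes tested had a log2 fold change below 0 in epithelium, toward the uterus, with a median of -0.91. Thinning to the smallest sum gave a median of -0.93, which by the prediction written beforehand speaks against a difference in the depth of the sums, but thinning leaves the expected proportions as they are, so this test does not decide. A difference in depth between the cells is argued against by the cells of at least 5000 UMIs, whose median depth in the uterine libraries lies below and above that of both oviduct libraries: the median log2 fold change was -0.86, and 29 of the 30 genes (96.7%) were higher in both uterine libraries than in both oviduct libraries, which 1 of the 6 splits gives by chance. Oviduct epithelial clusters that the uterus lacks could hold fewer dividing cells. Within clusters present in all libraries the median was -0.24, with 26 of 30 genes below 0. By the prediction written beforehand this argues against that explanation, but it is read here as undecided. The median shrank from -0.91, and clusters were made with the organ's own genes. The limit also removes deep oviduct cells but no uterine cells, so depth is not held alike. No phase was assigned to single cells, so the share of dividing cells was not measured, and a biological difference in division stays open.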
